A study of Mus musculus with 7 samples. Its data were reported in "Adult mouse and human organoids derived from thyroid follicular cells and modeling of Graves’ hyperthyroidism" (2021).

How the data were processed

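Single-cell transcriptomes were measured by SORT-seq, a plate-based method with CEL-seq2 chemistry in which live (DAPI-negative) cells are sorted into the wells of 384-well plates and each molecule carries a unique molecular identifier (UMI). Thyroid tissue of wild-type C57BL/6 mice and mouse thyroid follicular cell organoids (TFCOs) grown from such tissue were profiled. Groups were taken from the passage stage in the labels, which gave 2 samples of primary thyroid tissue, 3 samples of late passage TFCOs and 2 samples of early passage TFCOs. The series text states the same number of biological replicates for each description, which differs from the 3 late passage samples, and all 7 samples were used as labelled. The labels give no replicate numbers that tie a tissue sample to an organoid line, so replicate numbers here only name samples.

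The authors deposited 1 table of 30879 genes by 2590 cells in which each value is the natural log of 1 plus the UMIs per 10000 UMIs of the cell. The cell filter, aligner, genome build and annotation behind the table are not given in the labels or in the files used here, and no genome coordinates are given here. After the log was undone, every cell summed to 10000. Dividing each cell by its smallest non-zero value gave whole numbers for 100% of the non-zero values within a tolerance of 0.01, and these were taken as UMIs, assuming that each cell's smallest value is 1 UMI. The deposited list of 384 barcodes, shared by all plates, held the barcode of all 2590 cells and was used to test whether a gene's level follows the barcode of the well. Spike-in rows are not used here.

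Cells of at least 1000 UMIs were kept, 2035 of 2590. For each gene with UMIs in at least 20 TFCO cells, the correlation between TFCO cells of different plates that carry the same barcode was computed on log values centred within plate (19498 genes, 2238 pairs of cells). The estimate was tested on simulated data with known shares of variance, where a share of 0.3 gave a mean of 0.298 over 250 genes. Genes above 0.05 were left out of the clustering. Clustering used scanpy 1.11.5 with 2000 variable genes, 30 principal components, 15 neighbours and Leiden at resolution 1 (igraph 0.11.9), for tissue and TFCO cells separately. A cluster was named after the cell type with the highest mean over a marker list fixed before the data were examined, if at least 3 markers were detected in 10% of its cells and its 10 leading genes held at least as many of its own markers as of any other list. It stayed unnamed if the median depth of its cells was under 0.333 of that of their samples and no own marker led. Such a class is called TFC-like, endothelial-like and so on. A cluster of TFC-like cells was called proliferating if the median over 10 proliferation markers was at least 40% of its cells. In TFC-like clusters, cells with a higher C cell, parathyroid or erythroid score than TFC score were set aside (19 tissue cells and 3 TFCO cells).

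Several of these rules were made or changed with results in view. A first naming rule, which asked for an own marker among the leading genes, left most TFCO clusters unnamed and was dropped. The proliferating class was first set by leading genes and then by the share of cells with markers. The proliferating rule was changed once more and then set back. The separate clustering, the removal of barcode genes and the cells set aside were also chosen after the clusters had been seen.

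Shares of cells were computed per sample and compared between groups by exact two-sided permutation tests of the sample values. With 5 TFCO and 2 tissue samples there are 21 splits, so the smallest possible p is 0.0476, and with 3 late and 2 early samples there are 10 splits and the smallest possible p is 0.1. The depth was 1406925 and 1589528 UMIs in the tissue samples, 1985836, 4703472 and 2388697 UMIs in the late samples and 3213871 and 2409001 UMIs in the early samples. Shares of single samples carry exact Clopper-Pearson intervals at 95%, which cover counting error only. A share of 0 is given with the upper limit that 3 cells of the total would set.

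For tests across genes, each cell's UMIs were scaled to 10000, averaged over the TFC-like cells of a sample, and log2-transformed with a pseudocount of 1. The 3 groups were fitted together with limma 3.58.1 in R 4.3.3 (trended empirical Bayes), with 1 estimated weight for tissue samples (0.480) and 1 for TFCO samples (1.34). Genes with a mean of at least 0.5 over the group means were tested (4302 genes). P values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. TFCO against tissue is the mean of the early and late groups minus tissue. Where a tissue sample was left out, equal weights were used, and the lone tissue sample is assumed to vary like the other groups. Proliferating cells were compared with other TFC-like cells in the 5 TFCO samples with the sample as a term, equal weights, and genes at 0.1 or more in at least 2 of the means (14230 genes). Only a list of proposed stem cell markers and Tg were read from that test, since cell cycle genes define the class.

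The weights and the filter of the limma fit were also chosen after real results had been seen. The plan fixed before the data were examined was a count-based test on UMIs summed over cells if whole counts could be recovered, and limma on means otherwise. Whole counts could be recovered, though the deposited values are log-normalized and the UMIs are inferred from them. Limma on means was chosen all the same, which departs from the plan, before any test across genes was run. Count-based tests were not run, and limma on summed UMIs is among the alternatives. The first fits, with equal weights and genes at 0.1 in at least 2 samples, gave 4786 and 4918 genes for TFCO against tissue at pseudocounts of 0.01 and 1. On simulated data with the real depths and 200 changed genes, that fit gave a mean false share of calls of 52.2% over 20 sets. The simulated cells of a sample, or of a class within it, were drawn from a single profile, without differences between cells. All groups had the same spread between samples, and changes had the same size, up or down at even odds. False shares and recoveries from the simulation hold for such data and may differ in the real data. A grid of 24 fits was then run on the real data and gave 346 to 4513 genes for TFCO against tissue, 1 to 4 genes for late against early TFCO, and adjusted p values for Tg between 7.4e-05 and 0.0273. The settings were taken from the simulation. With weights and a mean of at least 0.5, the mean false share of calls for TFCO against tissue was 4.54%, 82.5% of the changed genes tested were recovered, and the median error of their log2 change was 1.05. The pseudocount of 1 exceeds the mean of many tested genes and pulls their log2 differences toward 0, so sizes of change are understated for genes with low means. A mean of at least 0.1 had a lower false share of 3.60% but recovered 34.8%, and the higher filter was preferred after both had been seen. A mean of at least 1 had a false share of 4.43% and recovered 95.5%, and a mean of at least 2 had 5.19% and 99.7%. Fewer changed genes are tested there. The mean number recovered was 55.3 and 28.55, against 80.5 with a mean of at least 0.5. For late against early TFCO with no gene changed, the mean number of calls per set was 0.05. For proliferating against other cells, the mean false share was 0.446% and 37.6% of the changed genes were recovered.

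Named genes follow a rule fixed before the data were examined: fixed lists of TFC genes, proposed stem cell markers and cell type genes, and for each test across genes the 5 largest rises and 5 largest falls past the threshold with every sample of one group above every sample of the other, without mitochondrial, ribosomal, predicted and spike-in features. Rpsa-ps10 falls outside this rule and was chosen after its values were seen. The mouse GENCODE M21 annotation was used by gene name only, for gene spans and transcript sequences. Gene spans were matched for 96.6% of the genes that follow the barcode and for 97.6% of the genes compared with them. The same annotation was used to find named genes that overlap other genes or share 50-base stretches of transcript with them.

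Alternatives fixed before the data were examined changed the clustering resolution, the way cells are classed, the UMI minimum, the gene filter, the pseudocount, the depth of the cells, the groups fitted together and the samples included. The UMI minimum was changed for shares of cells only, not for the tests across genes. Others, added later, changed the weights, the scaling of samples, the way cells are pooled, the genes used for clustering and the cells included. Cells were not tested for doublets by a dedicated tool.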

Results

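The data set holds single-cell expression profiles of mouse thyroid tissue and of mouse TFCOs, which are three-dimensional cultures of thyroid follicular cells (TFCs), the cells that make thyroid hormone. There were 2 samples of primary tissue (747 cells), 3 of late passage TFCOs (1102 cells) and 2 of early passage TFCOs (741 cells). The total depth was 1406925 and 1589528 UMIs in the tissue samples, 1985836, 4703472 and 2388697 UMIs in the late samples, and 3213871 and 2409001 UMIs in the early samples. The median depth per cell was 2743 UMIs in tissue, 7051.5 in late TFCOs and 4118 in early TFCOs. At least 1000 UMIs were found in 305 and 273 tissue cells, in 307, 360 and 242 late cells, and in 235 and 313 early cells, and all values below rest on these cells unless stated. Intervals and limits for single samples cover counting error only.

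The first question was which cell types of the gland were kept in the organoids. The tissue held 310 endothelial-like, 103 TFC-like, 68 mural-like, 57 immune-like and 21 stromal-like cells, and 19 cells were left unnamed. In TFCOs, 1454 of 1457 cells were TFC-like. TFC-like cells made up 16.7% (95% interval 12.7 to 21.4) and 19.0% (14.6 to 24.2) of the tissue cells. They made up 100% of the cells in all 3 late samples and in early sample 1, and 99.0% (97.2 to 99.8) in early sample 2. The mean share was 99.8% ± 0.429 (SD, n = 5) in TFCOs and 17.9% ± 1.64 (SD, n = 2) in tissue, a difference of 81.9 percentage points (exact permutation p = 0.0476, two-sided, the smallest that this design allows). The alternative that moved the difference most kept every deposited cell and gave 61.1 percentage points, and there a cluster of 492 TFCO cells, at a median of 608.5 UMIs and with TFC genes highest, stayed unnamed for its low depth.

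**Figure D1:**
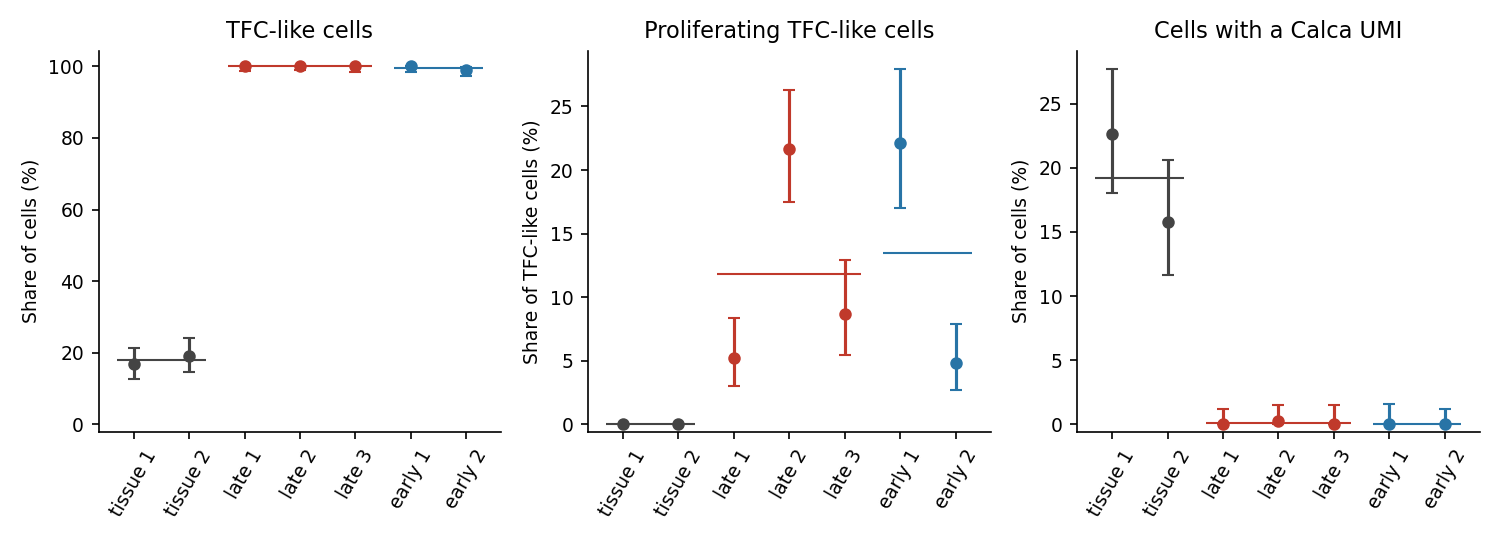
Shares of cells per sample (in %), with 2 tissue, 3 late TFCO and 2 early TFCO samples on the horizontal axis; points are samples, bars exact 95% binomial intervals (none for proliferating cells in tissue, where the class is set for 1 cluster as a whole) and lines group means. TFC-like cells are at 16.7 and 19.0% in tissue and at 99.0% or above in TFCOs, proliferating cells range from 4.84 to 22.1% over the TFCO samples, and Calca is seen in 1 TFCO cell.

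Calca, a marker of the parafollicular (C) cells, was used to ask whether those cells persist. At least 1 UMI of Calca was found in 22.6% (18.0 to 27.7) and 15.8% (11.6 to 20.6) of tissue cells. In TFCOs it was found in 1 cell, of late sample 2, which had 1 UMI. The other 4 TFCO samples had no such cell, which allows shares of up to 0.977% and 1.24% in late samples 1 and 3 and up to 1.28% and 0.958% in early samples 1 and 2. The difference between the group means was -19.1 percentage points (exact permutation p = 0.0476, two-sided). The share with Calca was 18.7% of endothelial-like cells, at a median of 3604.5 UMIs per cell, and 17.5% of TFC-like cells, at a median of 2117 UMIs. With a minimum of 2 UMIs of Calca the difference was -5.79 percentage points. The 19 unnamed cells held 1857 Calca UMIs, and 1 of them had 1657.

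Proliferating cells were compared next. The class is set for whole clusters, and the 51 and 52 tissue TFC-like cells, which all fell in 1 cluster, were not classed as proliferating, so this share of 0 does not exclude single cycling cells. In TFCOs the share was 5.21% (3.01 to 8.33), 21.7% (17.5 to 26.3) and 8.68% (5.45 to 13.0) in late samples, and 22.1% (17.0 to 28.0) and 4.84% (2.73 to 7.86) in early samples. The TFCO mean was 12.5% ± 8.71 (SD, n = 5), and the difference from tissue did not pass the threshold (exact permutation p = 0.0952, two-sided). With cells scored one by one, proliferating cells were 0 of 54 and 2 of 58 (3.45%, 0.420 to 11.9) in tissue and 5.54, 24.7, 12.4, 31.2 and 5.52% in late samples 1 to 3 and early samples 1 and 2, a difference of 14.2 percentage points (exact permutation p = 0.0952, two-sided). Between passages, the mean was 11.9% ± 8.67 (SD, n = 3) in late and 13.5% ± 12.2 (SD, n = 2) in early TFCOs. That difference of -1.63 percentage points was smaller than the spread between samples (exact permutation p = 0.8, two-sided, smallest possible 0.1). It changed sign without late sample 1 (1.69), without early sample 1 (7.01) and when tissue and TFCO cells were clustered together (0.678).

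The next comparison asked how TFC-like cells of the organoids differ from those of the gland. With limma, 1291 of 4302 genes differed at an adjusted p under 0.05, 996 higher and 295 lower in TFCOs. The median log2 difference over all tested genes was 0.23. In 1284 of the 1291 genes every sample of one group lay above every sample of the other. Such a separation was found in 51.7% of all tested genes, against 9.52% by chance. The alternative that lowered the count most summed UMIs over cells and gave 153 genes (81 higher, 72 lower), and 1138 without the 2 deepest cells of tissue sample 2. Centring each sample on its median gene gave 860 genes, of which 359 were higher and 501 lower, so that the balance of directions depends on the scaling. Without late sample 1, 2 or 3 the count was 1282, 1362 or 1273. Without a tissue or an early sample, 1 sample was left in that group, so only sizes are given. The median log2 difference was 0.22 without early sample 1 and 0.24 without early sample 2. With equal weights it was 0.19 without tissue sample 1 and 0.23 without tissue sample 2. Genes whose level follows the well barcode made up 24.1% of the calls. Of 1482 tested genes that follow it 311 passed, and of the other 2820 genes 980 (34.8%) passed.

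**Figure D2:**
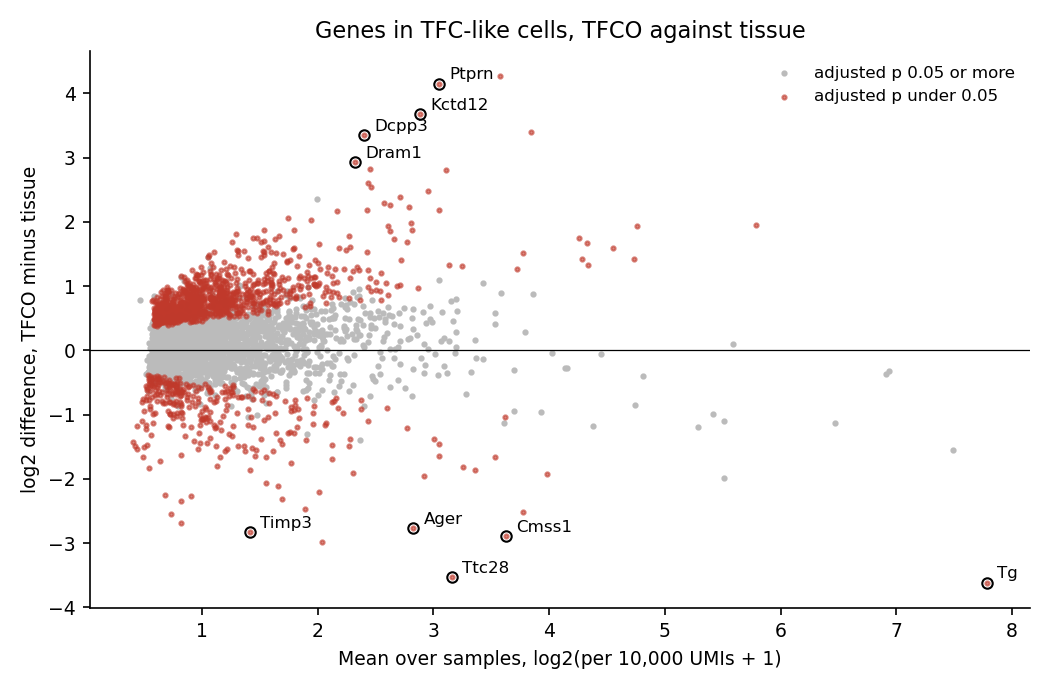
Difference between TFCO and tissue TFC-like cells (log2, vertical axis) against the mean level over 7 samples (log2 of UMIs per 10000 plus 1, horizontal axis), 1 point per gene, coloured by limma adjusted p; circles mark genes named in the text. Tg, the most abundant of these, lies at -3.61.

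Thyroglobulin (Tg), the precursor of thyroid hormone, was 1552 and 1087 UMIs per 10000 in tissue TFC-like cells. It was 133, 76.6 and 154 in late and 68.5 and 132 in early TFCOs. The log2 difference was -3.61 (SE 0.55, limma adjusted p = 0.00156), and all 5 TFCO samples were below both tissue samples. Without any single sample the log2 difference stayed between -3.87 and -3.36, and when UMIs were summed over cells it was -3.01 with an adjusted p of 0.0741, no longer past the threshold, but without the 2 deepest cells of tissue sample 2 the summed UMIs gave -3.72 with an adjusted p of 0.00498. Over the 28 alternatives the adjusted p of Tg ran from 9.78e-05 to 0.0741. Of 103 tissue TFC-like cells, 73 had more Tg per 10000 UMIs than every TFCO cell, the highest of which had 600.4. None of the 1454 TFC-like TFCO cells was above the tissue median. Tg UMIs were also found in every tissue cell of the other named classes, at a mean of 26.3 per 10000.

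**Figure D3:**
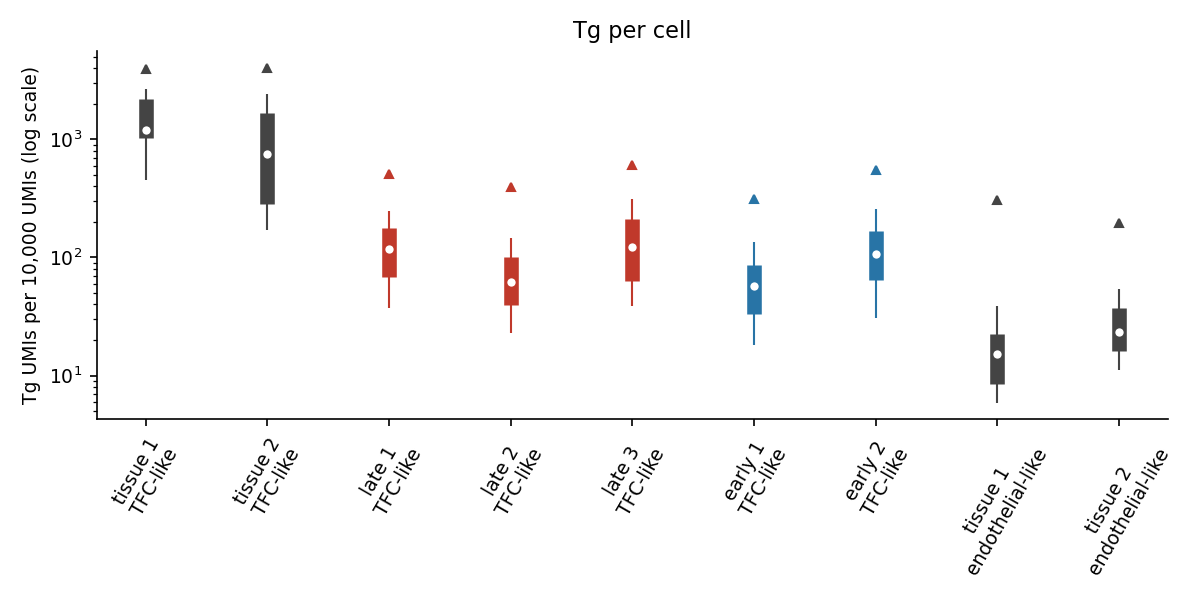
Tg per cell (UMIs per 10000 UMIs, log scale) in TFC-like cells of 7 samples and in endothelial-like cells of 2 tissue samples; circles are medians, thick bars the middle 50% of cells, thin bars the middle 80%, and triangles the highest cell. The tissue TFC-like medians of 1191 and 751 lie above the highest TFCO cell.

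Of the fixed list of TFC genes, 11 reached the filter, and 7 of them differed with limma, both over all genes tested and adjusted over the list alone. Not every gene of the list is named here. Besides Tg, Dio1 (log2 -1.31, SE 0.14, adjusted p = 0.000114) and Iyd (-1.29, SE 0.35, adjusted p = 0.0178) were lower in TFCOs. Hhex (1.46, SE 0.22, adjusted p = 0.00155), Tshr (1.27, SE 0.37, adjusted p = 0.0245) and Pax8 (0.82, SE 0.28, adjusted p = 0.0447) were higher. Each of these genes was on the same side in all 5 TFCO samples relative to both tissue samples. Foxe1 did not differ by this test. Glis3 (0.75, SE 0.34, adjusted p = 0.109) and Nkx2-1 (0.70, SE 0.30, adjusted p = 0.0955) were higher in all 5 TFCO samples than in both tissue samples but not past the threshold. Glis3 passed it under 3 of 20 alternatives that keep all samples. Nkx2-1 passed it under 5 of 21, and without late sample 2 (0.77). Without early sample 2 the log2 difference of Glis3 was 0.95. Over the alternatives that keep all samples the limma adjusted p ran from 0.0271 to 0.417 for Glis3 and from 0.0210 to 0.611 for Nkx2-1. Tshr and Glis3 follow the well barcode weakly (correlations 0.0588 and 0.0717). Of 21 alternatives that keep all samples, Pax8 was not past the threshold under 7, Tshr under 4 and Iyd under 3. The highest limma adjusted p among them was 0.368 for Pax8, 0.124 for Tshr and 0.157 for Iyd. Where a tissue or an early sample is left out, a single sample stays in that group, so only sizes are given. The log2 difference of Pax8 was 0.52 without tissue sample 1 and 0.75 without early sample 1. That of Iyd was -1.20 without early sample 1.

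By the naming rule, the largest rises in TFCOs included Ptprn (log2 4.15), Kctd12 (3.68), Dcpp3 (3.36) and Dram1 (2.93), and the largest falls besides Tg were in Ttc28 (-3.53), Cmss1 (-2.89), Timp3 (-2.82) and Ager (-2.77). Their limma adjusted p values ran from 5.74e-05 for Dram1 to 0.0434 for Dcpp3, and each gene was on the same side in all 5 TFCO samples. Ptprn, Kctd12, Dcpp3 and Dram1 had means of 0.225 or less per 10000 in both tissue samples, so their fold depends on the pseudocount. Dcpp3 was at 39.2 and 25.5 per 10000 in late sample 2 and early sample 1, and at 4.09, 4.62 and 2.80 in the other TFCO samples. Without early sample 1 its log2 difference was 2.66. Of its transcript 50-base stretches 45.8% also occur in other genes, Dcpp2 above all, so its level is uncertain. The annotation places genes on the other strand over part of Ptprn, Tg, Ttc28, Cmss1 and Timp3, and whether the counting used the strand is not known here. Ttc28 was also at 37.5 per 10000 in endothelial-like tissue cells, against 54.4 in TFC-like tissue cells, and follows the well barcode (correlation 0.136). Timp3 was higher in endothelial-like cells (17.0) than in TFC-like tissue cells (9.69).

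Late and early TFCOs were compared to see whether the organoids change with passage. With limma, 1 of 4302 genes differed, Rpsa-ps10, and 897 genes had an unadjusted p under 0.05. In 42.7% of the tested genes every late sample lay apart from every early one, against 20% by chance. Rpsa-ps10 is a pseudogene of the ribosomal protein gene Rpsa, lies outside the naming rule and was chosen after its values were seen. Its mean level was 6.26, 5.72 and 7.24 per 10000 in late and 0.528 and 0.685 in early TFCOs (log2 2.20, SE 0.15, adjusted p = 1.11e-05), higher in all 3 late samples than in both early ones. Of its transcript 50-base stretches 82.3% also occur in other genes, Rpsa above all, so the split of reads between them is uncertain. Without late sample 1, 2 or 3 the count of genes was 1, 2 or 1. Without an early sample a single early sample was left, whose spread cannot be estimated, so no count is read from those fits. Without any single sample the log2 difference of Rpsa-ps10 stayed between 2.12 and 2.27. Late sample 2 and early sample 1 resembled each other more than the other samples of their passage groups. A fit with a term that sets late samples 1 and 3 apart compares late sample 2 alone with the early samples. No count is read from it. Hhex, which the study named, did not differ between late and early TFCOs (log2 0.16, SE 0.16, limma adjusted p = 0.590). The log2 difference was -0.00144, on the other side of 0, in the fit that compares late sample 2 alone with the early samples. The mean level of Hhex was 3.79, 2.57 and 2.68 per 10000 in late and 2.60 and 2.55 in early samples.

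**Figure D4:**
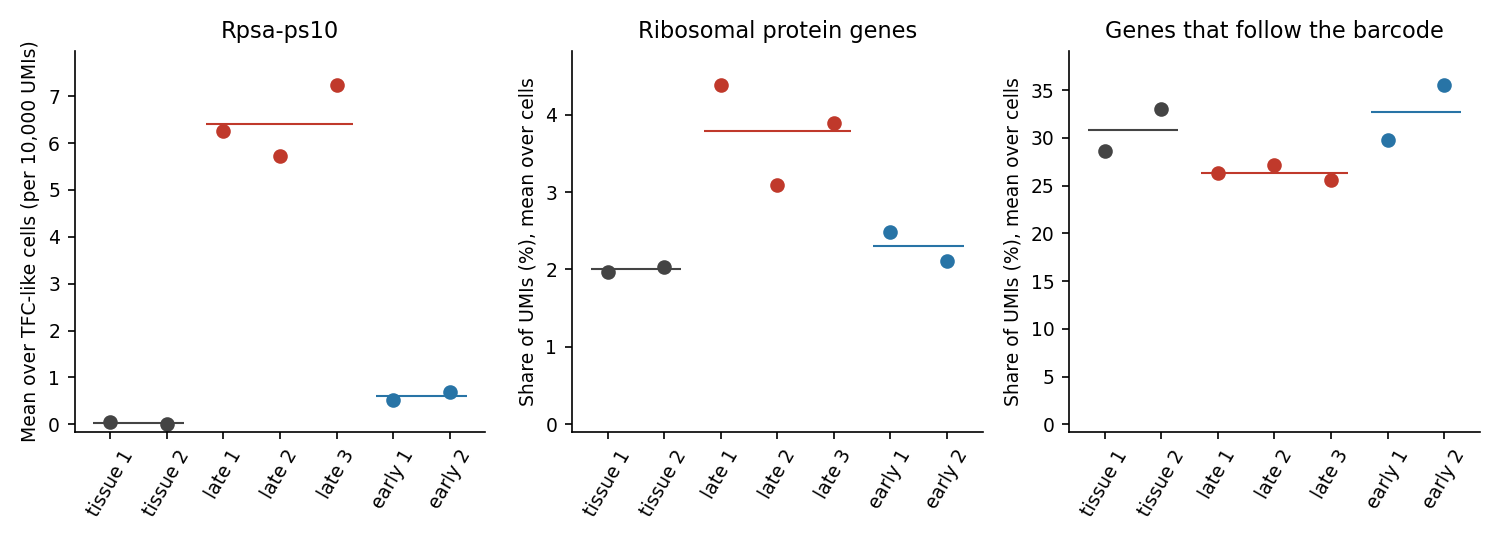
Values in TFC-like cells of 7 samples, for Rpsa-ps10 (mean UMIs per 10000), ribosomal protein genes (% of UMIs) and genes that follow the well barcode (% of UMIs); points are samples and lines group means. Rpsa-ps10 is at 5.72 or more in late and at 0.685 or less in early TFCOs.

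The last comparison asked whether proposed thyroid stem cell markers mark the proliferating cells. All 5 TFCO samples had at least 15 proliferating TFC-like cells, and each was compared with its own other TFC-like cells. Of the list of proposed markers, 6 genes were tested (Abcg2, Foxe1, Gata4, Hhex, Hnf4a and Nanog). Abcg2, Hnf4a and Nanog had only 221, 108 and 178 UMIs over the TFCO cells. The pseudocount of 1 holds their log2 differences near 0, so the test says little about them. With limma none of the 6 genes passed the threshold, either over all genes tested or adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was Hhex, which was higher in proliferating cells in 5 of 5 samples (log2 0.43, SE 0.14, adjusted p 0.163 over all genes and 0.0618 over the list alone). Over the list alone it passed the threshold with a pseudocount of 0.1 (0.54), without late sample 1 (0.51) and without late sample 2 (0.51). Early sample 2 was at 1.12 and the other samples at 0.0967 to 0.45. Without early sample 2 the log2 difference was 0.25, and with proliferating cells from a per-cell score it was 0.17. Over its alternatives the adjusted p over the list alone ran from 0.0361 to 0.444. Gata4 did not differ (log2 0.20, adjusted p over the list alone 0.408), and its level follows the well barcode (correlation 0.429). Tg was lower in the proliferating cells in 5 of 5 samples (log2 -0.99, SE 0.15, limma adjusted p = 0.00176). With every gene that has a UMI tested, its adjusted p was 0.174, the highest over its alternatives, which reached down to 3.26e-19. The difference between proliferating and other cells was not shown to depend on passage: in the interaction test 0 of 14230 genes passed the threshold with limma, and 731 had an unadjusted p under 0.05.

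**Figure D5:**
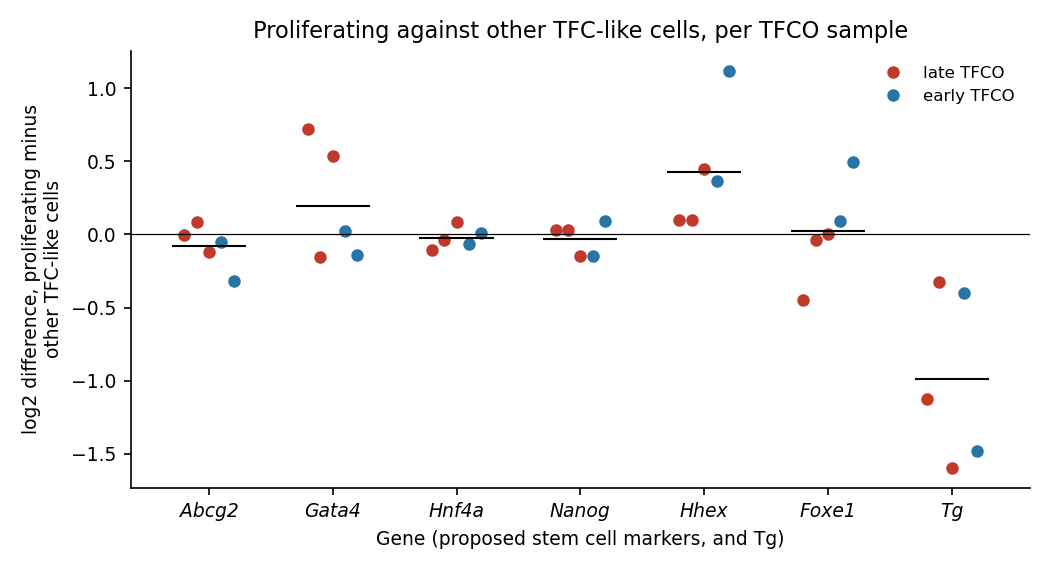
Difference between proliferating and other TFC-like cells (log2, vertical axis) in each of 5 TFCO samples for 6 proposed stem cell markers and Tg; points are samples and lines their means. Hhex is above 0 and Tg below 0 in 5 of 5 samples.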

Values the study reported

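The study reported 747 single cells from thyroid tissue and 1,843 from TFCOs. It counted 2,119 TFCs, of which 276 came from tissue and 1,843 from TFCOs, and it found Calca in a single organoid cell. Proliferative cells made up 4 to 13% of the cells per line.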

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

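The tests of the 3' end of the barcode, of chance, of crossing reads and of priming at A runs were chosen after the result had been seen, and the tests of list neighbours and gene span before.

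The deposited barcode list is not used in any comparison between groups, yet many genes follow it. In TFCO cells, 2151 of 19498 genes had a correlation above 0.1 between cells of different plates that carry the same well barcode. These genes held 14.9% of the TFCO UMIs. The limit of 0.1 was set after the clusters had been seen and before the correlations were, and at 0.05 there were 4174 genes with 28.0% of the UMIs. The pattern was not limited to the cells in which it was found. In tissue cells the genes above 0.1 had a median correlation of 0.129, against -0.0165 for genes below 0.02 in TFCOs. The profile of a barcode in late plates correlated with that of the same barcode in early plates at a median of 0.375, against -0.0102 for different barcodes. Genes and cells are not independent replicates in these correlations.

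Chance in a search over many genes is argued against, since at most 17 genes passed 0.1 in 20 random reassignments of the barcodes. Reads that crossed between tissue and TFCO plates are argued against as well. The profile of a barcode in tissue plates correlated with that of the same barcode in TFCO plates at a median of 0.3003, against -0.00899 for different barcodes, while transcripts of 1 set of plates were nearly absent from the other. The 4 erythroid markers of the fixed list had 13208 UMIs on tissue plates and 11 on TFCO plates, and Dcpp3 had 26941 UMIs on TFCO plates and 2 on tissue plates. Reads that crossed among TFCO plates stay open as a part. For Gm28653, the 1 gene nearly confined to a TFCO plate, with at least 70% of its UMIs there, the correlation of other plates' cells with the source cell of the same barcode was -0.0242, and a single gene does not decide. The limit of 70% was set after no gene had met a stricter one for TFCO plates.

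Priming that depends on the barcode may contribute. Barcode pairs that share the last 3 bases, next to the poly-T of the primer, had profiles more alike than pairs that share the first 3, with a difference of medians of 0.0434 (permutation p = 0.001, one-sided, the smallest that these permutations can give). Matches of 4 and 5 bases were added after that of 3 had been seen. The genes above 0.1 had a median span of 47.6 kb, against 25.1 kb for genes with similar UMIs and at most 28.2 kb in 1000 matched draws, which is consistent with priming inside long genes or on genomic DNA. An A run followed by the complement of the last 8 bases of the gene's top barcode was found in 11 of 2078 genes, against 0.166 by chance (permutation p = 0.001, one-sided, the smallest possible). This motif was picked from a scan of 12 combinations of A run and barcode length and 3 lengths without an A run, so its p is too small, and it concerns few genes. Introns and genomic DNA were not searched.

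The position of the well stays open. The same barcode means the same well on every plate, so the barcode and the well cannot be told apart by comparing plates. Neighbours in the barcode list were slightly more alike than other pairs, by 0.0116 (permutation p = 0.016, one-sided), but the order of the list may not be the order of the wells. No biological explanation was tested, since the design gives none for a barcode.

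The clusters showed what the pattern can do. With all genes and TFCO cells clustered alone, 53.1% of same-barcode pairs of TFCO cells fell in 1 cluster, against a median of 7.31% after reassignment, and without the genes above 0.05 the share was 8.58%, against 7.84%. With tissue and TFCO cells clustered together it was 60.9%, against 9.20%, and 11.3%, against 10.6%. Gata4, a proposed stem cell marker, had a correlation of 0.429.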

How the results depend on the processing

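The alternatives with summed UMIs, centred samples, other weights, filters on the mean and other sets of clustered genes were chosen after results had been seen. So were those with the deepest cells, Tg in the totals, cells with other markers kept and every deposited cell for Calca. Thinned cells, any UMI and a pseudocount of 0.1 for proliferating cells, and a term for late samples 1 and 3, were also chosen then.

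No paired analysis was possible because the labels and columns carry no replicate numbers shared across groups. Alternatives with edgeR or DESeq2, TMM or size factors, chosen earlier, were possible on the recovered UMIs but were not run. Limma on means was chosen instead, which departs from the plan. The UMIs are inferred from log-normalized values. A replicate block, also chosen earlier, was not run for lack of shared replicate numbers. The plan asked for counts summed over cells if they could be recovered, as they could. With limma on summed UMIs, TFCO against tissue gave 153 genes and Tg a log2 difference of -3.01, no longer past the threshold (adjusted p 0.0741, range over alternatives 9.78e-05 to 0.0741). Without the 2 deepest cells of tissue sample 2, summed UMIs gave 1138 genes and Tg -3.72 (adjusted p 0.00498), so the loss rests on those cells.

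For TFCO against tissue, 13 of 21 other alternatives gave a count within 1.5 times 1291. The count was 817 with cells thinned, 860 with samples centred, 1981 with equal weights, and 771 and 359 with a mean of at least 1 and 2, where fewer genes are tested. It was 4918 with equal weights and genes at 0.1 in 2 samples and 4786 with a pseudocount of 0.01 as well. Without late sample 1, 2 or 3 it was 1282, 1362 or 1273. Fits without a tissue or an early sample leave 1 sample in that group, so no count is given for them. For late against early TFCO the count was 2 with a mean of at least 0.1, and 0 with equal weights and a pseudocount of 0.01, where limma gave 853 genes at an unadjusted p under 0.05. Without 1 sample it ran from 1 to 346, with 346 without early sample 1 and 2 without late sample 2. The cause of these changes in count was not tested, apart from the fewer genes and samples.

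The difference in the share of TFC-like cells ran from 61.1 to 90.7 percentage points over 9 alternatives and from 80.8 to 83.1 without 1 sample. That in cells with Calca ran from -20.3 to -5.79 and from -22.6 to -15.7. Without 1 sample neither can pass the threshold, since the smallest possible exact p is 0.0667 or 0.167. The difference in proliferating cells between TFCO and tissue ran from 4.72 to 14.2 and, without 1 sample, from 10.1 to 14.4. Between late and early TFCO it ran from -10.3 to 7.01 without 1 sample, with a change of sign without late sample 1 (1.69) and early sample 1 (7.01), and it was 0.678 with tissue and TFCO clustered together. The cause of these changes of sign was not tested.

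Hhex in late against early TFCO was -0.00144 with the term for late samples 1 and 3, where late sample 2 alone is compared with the early samples. Without 1 sample it ran from 0.02 to 0.23. Foxe1 in TFCO against tissue ran from -0.47 to 0.0252 without 1 sample, with a change of sign without tissue sample 1 (0.0252). Tg ran from -3.87 to -3.36 without 1 sample. In proliferating cells Tg ran from -1.15 to -0.83 without 1 sample and was -0.99 with any UMI (adjusted p 0.174, range 3.26e-19 to 0.174). Of the stem cell markers, 1 passed over the list alone with a pseudocount of 0.1, and 0 to 1 without 1 sample, with 1 without late sample 1 and without late sample 2. The cause was not tested. The single-gene results besides Tg and besides Hhex in late against early TFCO number 22, with Foxe1 among them. Of their 579 values, 525 kept their direction and side of the threshold, 40 fell short of it and 13 newly passed it. The 1 value that changed direction is that of Foxe1 without tissue sample 1, given above. These counts include fits that leave 1 sample in a group, where the side of the threshold is uncertain.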

Other observations

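The tests of wrong passage labels, of Tg in other classes, of Rpsa-ps10, of a smaller total for other genes, of Tg in the totals and of the deepest cells were chosen after the results had been seen, and the others before.

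The tissue held 103 TFC-like cells of at least 1000 UMIs. That is lower than the value quoted from the study above. The highest share of proliferating TFC-like cells was 22.1%, in early sample 1. That is higher than the values quoted from the study above. With every deposited cell the shares ran from 1.75 to 14.0% over the TFCO samples, and with all genes and with tissue and TFCO cells clustered together from 0.993 to 8.55%. Other alternatives reached higher, with 5.52 to 31.2% for cells scored one by one and 4.52 to 23.8% at resolution 2. The share thus depends on the cells and genes used and on how cells are classed. The number of tissue TFC-like cells depends on the naming of shallow cells. With every deposited cell, 1 cluster of 101 tissue cells was named TFC-like, and another of 205 cells with TFC genes highest, at a median of 730 UMIs, stayed unnamed because 2 TFC markers were detected where 3 are needed. The rules for naming cells differ from those of the study.

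TFC-like cells of tissue and organoids shared clusters mostly while the genes that follow the barcode were used. With all genes, 42 of 103 tissue TFC-like cells fell in clusters made mostly of TFCO cells, and without those genes 2 of 103 did. TFCO cells made up 31.8% of the 15 nearest neighbours of tissue TFC-like cells with all genes and 8.74% without those genes, while full mixing would give 93.4%. Depth is argued against as the cause of the separation, since with cells thinned to 1000 UMIs the share was 3.17%. Differences between gland and culture may contribute and were not tested apart from this.

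Late sample 2 and early sample 1 resembled each other across genes, relative to the mean over TFCO samples, with a correlation of 0.457, while early samples 1 and 2 had -0.0100. Taking samples relative to their own mean pulls these correlations below 0. They can therefore be compared with each other, but -0.0100 does not show that the early samples are unlike. Genes are not independent replicates. Depth, proliferating cells and the genes that follow the barcode are argued against as the whole cause, since the correlation was 0.251 with cells thinned, 0.401 without proliferating cells and 0.511 without those genes. The lower value with thinned cells leaves depth as a part. Swapped labels of these 2 samples are argued against, since late sample 2 was less like early sample 2 (-0.600) than like late samples 1 and 3 (-0.223 and -0.212), and early sample 1 less like late samples 1 and 3 (-0.621 and -0.619) than like early sample 2. A single wrong label stays open. With late sample 2 counted as early, all samples of the groups lay apart in 1724 of 4302 genes, against 1835 as labelled, each with 20% by chance, so the labels and this change are hard to separate. Rpsa-ps10 goes with the labels, at 5.72 in late sample 2 and 0.528 in early sample 1, but it was chosen because it follows them. A shared library batch or organoid line may also play a part and was not tested, since the labels give neither. No biological explanation was tested.

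Tg RNA was found in all tissue cells of the other named classes. Free Tg RNA is argued against as the cause of the difference between tissue and TFCOs, since the mean in other classes was 2.18% of that difference. The culture itself, named by the design, stays open as untested.

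Calca UMIs occurred in each named class of tissue cells. With cells thinned to 1000 UMIs, 7.74% of endothelial-like and 11.7% of TFC-like cells (95% interval 6.17 to 19.5) had Calca, and the 19 unnamed cells held 1857 Calca UMIs, so free RNA from a few cells is a candidate source. With that background, a share of tissue cells with 1 UMI does not count C cells. No biological explanation was tested.

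Rpsa-ps10 was higher in late than in early TFCOs. Reads shared with Rpsa in a fixed proportion are argued against, since the ratio of Rpsa-ps10 to Rpsa was at least 1.90 in late samples and 0.407 and 0.566 in early samples. Depth is argued against by the log2 difference of 2.23 with cells thinned. The rise was not limited to this pseudogene. The other Rpsa pseudogenes summed were at 1.42, 1.03 and 2.04 per 10000 in late and 0.146 and 0.0971 in early samples, and Rpsa at 3.17, 2.49 and 3.81 and at 1.30 and 1.21. A difference between libraries in how reads of this family were assigned stays open, and so does passage, as untested.

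Ribosomal protein genes were higher in late than in early TFCOs in 75 of 75 genes, with a median log2 difference of 0.59 and of 0.60 with samples centred on their median gene. Without late sample 3 or early sample 2 it was 74 of 75. None of them passed the threshold of limma. Their share of UMIs was 4.39, 3.10 and 3.89% in late and 2.48 and 2.12% in early samples, against 1.97 and 2.03% in tissue (late against early, exact permutation p = 0.2, two-sided, smallest possible 0.1). Depth and proliferating cells are argued against as the whole cause, since the median was 0.57 with cells thinned and 0.61 without proliferating cells. Genes that follow the barcode took a smaller share of UMIs in late than in early TFCOs, by a difference of -6.32 percentage points (exact permutation p = 0.1, two-sided, the smallest possible), so priming that differs between libraries may contribute. A smaller total left for all other genes is argued against as the whole cause, since genes that are neither ribosomal nor follow the barcode had a median of 0.0843. Passage stays open as untested.

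Most genes past the threshold were higher in TFCOs than in tissue TFC-like cells, but with samples centred on their median gene 359 were higher and 501 lower. The share of UMIs that Tg takes in tissue is argued against as the whole cause. With Tg left out of the totals the median log2 difference was 0.14, and the median gene of both tissue samples (-0.15 and -0.14) stayed below that of each TFCO sample, but the fall from 0.23 leaves it as a part. The 2 deepest cells, both TFC-like cells of tissue sample 2 with 268847 and 151110 UMIs, are argued against, since without them 992 genes were higher and 292 lower, with a median of 0.23. They may explain the lower count with summed UMIs. They held 75.2% of the TFC-like UMIs of tissue sample 2, and without them the count with summed UMIs rose from 153 to 1138. Whether they are doublets was not tested. The culture, named by the design, stays open as untested.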
